# Spatial clustering and common regulatory elements correlate with coordinated gene expression

**DOI:** 10.1371/journal.pcbi.1006786

**Published:** 2019-03-01

**Authors:** Jingyu Zhang, Hengyu Chen, Ruoyan Li, David A. Taft, Guang Yao, Fan Bai, Jianhua Xing

## Abstract

Many cellular responses to surrounding cues require temporally concerted transcriptional regulation of multiple genes. In prokaryotic cells, a single-input-module motif with one transcription factor regulating multiple target genes can generate coordinated gene expression. In eukaryotic cells, transcriptional activity of a gene is affected by not only transcription factors but also the epigenetic modifications and three-dimensional chromosome structure of the gene. To examine how local gene environment and transcription factor regulation are coupled, we performed a combined analysis of time-course RNA-seq data of TGF-β treated MCF10A cells and related epigenomic and Hi-C data. Using Dynamic Regulatory Events Miner (DREM), we clustered differentially expressed genes based on gene expression profiles and associated transcription factors. Genes in each class have similar temporal gene expression patterns and share common transcription factors. Next, we defined a set of linear and radial distribution functions, as used in statistical physics, to measure the distributions of genes within a class both spatially and linearly along the genomic sequence. Remarkably, genes within the same class despite sometimes being separated by tens of million bases (Mb) along genomic sequence show a significantly higher tendency to be spatially close despite sometimes being separated by tens of Mb along the genomic sequence than those belonging to different classes do. Analyses extended to the process of mouse nervous system development arrived at similar conclusions. Future studies will be able to test whether this spatial organization of chromosomes contributes to concerted gene expression.

## Author summary

Cellular responses to environmental stimulation are often accompanied by changes in gene expression patterns. Genes are linearly arranged along chromosomal DNA, which folds into a three-dimensional structure. The chromosome structure affects gene expression activities and is regulated by multiple events such as histone modifications and DNA binding of transcription factors. A basic question is how these mechanisms work together to regulate gene expression. In this study, we analyzed temporal gene expression patterns in the context of chromosome structure both in a human cell line under TGF-β treatment and during mouse nervous system development. In both cases, we observed that genes regulated by common transcription factors have an enhanced tendency to be spatially close. Our analysis suggests that spatial co-localization of genes may facilitate the concerted gene expression.

## Introduction

A cell continuously receives signals from its local environment and accordingly adjusts cellular programs, such as cell proliferation, motility and metabolism [1]. Typically, regulation of a cellular process requires changes in the expression of a group of genes in a temporally coordinated manner [2]. How such coordinated regulation is achieved is a central question that remains poorly addressed.

A mechanism of such regulation is through specific interaction network structures of transcription factors (TFs). TFs bind to certain DNA sites and regulate transcriptional activities of their targeted genes. A TF can regulate multiple target genes to form a so-called single-input-module (SIM, or fan-out) [3]. This SIM network motif appears in a high frequency to coordinate the expression of genes with related functions such as those in bacterial metabolic pathways [4]. Gene regulation in eukaryotic cells is more complex since the three-dimensional structure of DNA has a more profound impact on gene transcription than that in prokaryotic cells. For instance, a nucleosome structure with a high packing level limits gene accessibility [5]. Furthermore, epigenetic modifications can strongly influence gene transcription [6]. It is not fully understood how these different regulation mechanisms collectively control the expression of a group of genes.

To examine how multiple levels of regulation lead to concerted expression of gene groups, we analyzed the temporal gene expression profiles of TGF-β treated human mammary epithelial MCF10A cells in the context of histone modification patterns and chromosome structures derived from Hi-C data. The TGF-β family is crucial for regulating a complex signal transduction network in embryonic and fetal development, and is also involved in multiple physiological and pathological processes such as wound healing and cancer progression [7]. Its signaling event starts from membrane embedded TGF-β receptors, which bind active TGF-β molecules from the extracellular environment [8]. The TGF-β signal is then transmitted into the cell through a signal transduction network and triggers a cascade of cellular responses. The latter is achieved through temporally coordinated expression changes of groups of genes with related functions such as cell proliferation, metabolism, and motility [9]. TGF-β also induces a global reprogramming of cell epigenome [10], which reinforces cellular responses for committed cell phenotype transition. We also analyzed temporal gene expression together with histone modifications and chromosome structures during mouse neural differentiation, another well-defined model for studying cell phenotype transition [11, 12]. Specifically, we analyzed a recently published dataset that combined Hi-C, RNA-seq, and ChIP-seq studies on the differentiation process from mouse embryonic stem cells (ESCs) to neural progenitor cells (NPCs) then to cortical neurons (CNs) [13]. In both the TGF-β response and neural differentiation systems, our analyses reveal that genes co-regulated by a common TF(s) have the tendency to be spatially close, even if they are distant along the linear genome sequence.

## Materials and methods

### Cell culture

MCF10A cells were purchased from the American Type Culture Collection (ATCC) and were cultured in the DMEM/F12 (1:1) medium (Gibco) with 5% horse serum (Gibco), 100 μg/ml of human epidermal growth factor (PeproTech), 10 mg/ml of insulin (Sigma), 10 mg/ml of hydrocortisone (Sigma), 0.5 mg/ml of cholera toxin (Sigma), and 1x penicillin-streptomycin (Gibco). Cells were cultured at 37°C with 5% CO_2_ with a medium change every the other day. We induced the cells with 4 ng/ml human recombinant TGF-β1 (Cell signaling).

### RNA extraction and library preparation

Total RNA was isolated from the cell pellets with an RNA extraction kit (Qiagen, Cat No. 74104). All RNA extracts were confirmed with high quality (RQN score = 10.0) using the Fragment Analyzer^TM^ platform (Advanced Analytical Technologies, Inc). Libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Cat No. E7530L) according to the manufacturer's instructions. Briefly, mRNA was first isolated from total RNA with oligo d(T)25 beads (all volumes were halved except for washing steps, NEB, Cat No. E7490S). Next, purified mRNA was denatured and melted into small fragments, and subjected to random priming and extension for reverse transcription. After that, double-stranded cDNA was end-repaired, dA-tailed, adaptor ligated, and amplified with 12 PCR cycles. Constructed libraries were subjected to purification and quality control; the final quality-ensured libraries were pooled and sequenced on an Illumina HiSeq 4000 instrument for 150 bp paired-end sequencing.

### RNA-seq data processing

Paired-end cleaned reads were aligned to the human reference genome hg19 (UCSC) using TopHat (v 2.1.1) with default parameters. The BAM files of mapped reads were used to annotate transcripts and calculate the FPKM values using the Cufflinks, Cuffquant, Cuffnorm suite [14]. Differentially expressed (DE) genes were identified between any two time points with the criteria: fold change >2 or < 0.5 and FDR < 0.05. The FPKM values of genes from the RNA-seq dataset were further cleaned up using custom R scripts. Hierarchical clustering of genes was performed using an R package (pheatmap). Gene expression and TF regulation based Hidden Markov Model (HMM) clustering was performed with the DREM2 software [15]. RNA-seq results of ESC, NPC and neuron cells were downloaded from the GEO database under the accession number GSE96107.

### Chromosome structure analyses

Hi-C data were downloaded from the GEO database (MCF10A, GEO:GSE66733; mouse nervous system GEO:GSE96107). Chromosome structures were constructed using an R package (igraph). Clustering of bins was obtained with the fast-greedy algorithm [16]. Physical distances between bins were estimated with a Matlab code provided by Lesne et al. [17]. This code uses a Shrec3D algorithm, which first relates the Hi-C contact frequency between every two genomic sites with a spatial distance, then approximates the actual distance between the two sites by their shortest-path distance on a contact graph. This algorithm alleviates uncertainty of reconstructing the spatial distance between two distal sites only by their own contact frequency.

### Distribution function calculation

#### Linear distribution function

For a tagged HMM class α gene, we divided the flanking sequences into bins with a size of Δl base pairs, and the *i*-th pair of bins [(−i−1)Δ*l*,−*i* Δ*l*] and [*i* Δ*l*,(i+1)Δ*l*], i = 0, 1, etc. (S1A Fig). In the *i*-th pair of bins, there are n_iα_ genes belonging to the same HMM class as the tagged gene. For the *0*-th pair of bins the counting of the genes should exclude the tagged gene. The linear correlation was calculated as $\sigma_{\alpha }^{L}(i)=\frac{{\langle n_{i\alpha }+n_{-i\alpha }\rangle }_{\alpha }}{N_{\alpha }-1}$, where *i* = 0, 1, 2, etc. *N*_*α*_ was defined as the total number of genes belonging to class α, and the average <•>_α_ was performed over every HMM class α gene as the tagged gene.

As a control,

$$\sigma_{\alpha }^{LA}(i)=\frac{{\langle n_{i}+n_{-i}\rangle }_{\alpha }}{N-1},$$

where *n*_*i*_ was the total number of genes in the *i*-th bin and *N* the total number of human genes, and

$$\sigma_{\alpha }^{LD}(i)=\frac{{\langle n_{iD}+n_{-iD}\rangle }_{\alpha }}{N_{D}-1},$$

where *n*_*iD*_ is the total number of DE genes in the *i*-th bin, and *N*_*D*_ is the total number of DE genes.

#### Spatial distribution function

The idea of a radial distribution function from statistical mechanics was implemented (S1B Fig) [18]. Each chromosome was divided into sequence bins with a size of 250 kb. A tagged gene from HMM class α resides in a bin that we referred to as the tagged bin. The spatial distance in the 3D physical space between the tagged bin and another bin containing a specific HMM class *β* gene was analyzed using the Shrec3D algorithm [17] to convert the contact frequency between two bins from Hi-C data to a spatial distance. The sphere centered at the tagged bin was divided into shells with a thickness Δr. In our analysis, Δr ≈ 60 nm based on the estimated conversion in [17].

Next, an average spatial correlation function between a class-α-gene-containing bin at the origin and class-*β*-gene-containing bins within the *i-*th shell was defined as,

$$\sigma_{\alpha \beta }^{R}(i)=\langle \frac{n_{\beta i}}{\frac{N_{\beta }}{V}\frac{4}{3}\pi [{\left((i+1)\Delta r\right)}^{3}-{\left(i\Delta r\right)}^{3}]}\rangle_{\alpha },\;i=0,\;1,\;\mathrm{etc}.,$$

where *n*_*βi*_ is the number of HMM class *β* genes within a spherical shell (*i*Δ*r*,(*i*+1)Δr), and this number excludes the tagged class *α* gene within the *0*-th shell in the case *β* = *α*; *N*_*β*_ is the total number of class *β* genes and this number excludes the tagged class *α* gene in the case *β* = *α*; *V* is the volume of the nucleus and the unit was chose so that *V* = 1, and the average over *α* is again performed over all genes belonging to class *α* as the tagged gene.

Similarly, the controls were defined as,

$$\sigma_{\alpha A}^{R}(i)=\langle \frac{n_{i}}{\frac{\left(N-1\right)}{V}\frac{4}{3}\pi [{\left((i+1)\Delta r\right)}^{3}-{\left(i\Delta r\right)}^{3}]}\rangle_{\alpha },$$

$$\sigma_{\alpha D}^{R}(i)=\langle \frac{n_{iD}}{\frac{\left(N_{D}-1\right)}{V}\frac{4}{3}\pi \left[{\left((i+1)\Delta r\right)}^{3}-{\left(i\Delta r\right)}^{3}\right]}\rangle_{\alpha },$$

where *n*_*i*_ is the number of all genes within the *i*-th shell; *N* is the total number of human genes; *n*_*iD*_ is the number of DE genes within the *i*-th shell; and *N*_*D*_ is the total number of DE genes. Again, the tagged gene was excluded when counting *n*_*0*_ and *n*_*d0*._

## Results

### Changes in gene expression reflect cell phenotype transition in response to TGF-β

We used MCF10A cells, a non-tumorigenic human mammary epithelial cell line, as a major *in vitro* model to study in this work. This cell line has been widely used to study the TGF-β induced epithelial-to-mesenchymal transition (EMT) [1, 19] (Fig 1A). Cells were treated with 4 ng/ml TGF-β for 12 hours, 2, 3, 5, 8, 12, and 21 days (Fig 1B). Untreated MCF10A cells showed typical epithelial morphology with tight cell-to-cell adherence. With TGF-β treatment, we observed progressive morphological changes indicating the transformation from epithelial to mesenchymal phenotype. From day 2 to day 5, cells started to show loosened intercellular adherence. After day 5, some cells appeared with expanded cell size and extended long cell axis. With further TGF-β treatment, more cells acquired a spindle-like shape. On day 21, only a small fraction of cells still maintained epithelial morphology and most cells had undergone EMT.

**Fig 1:**
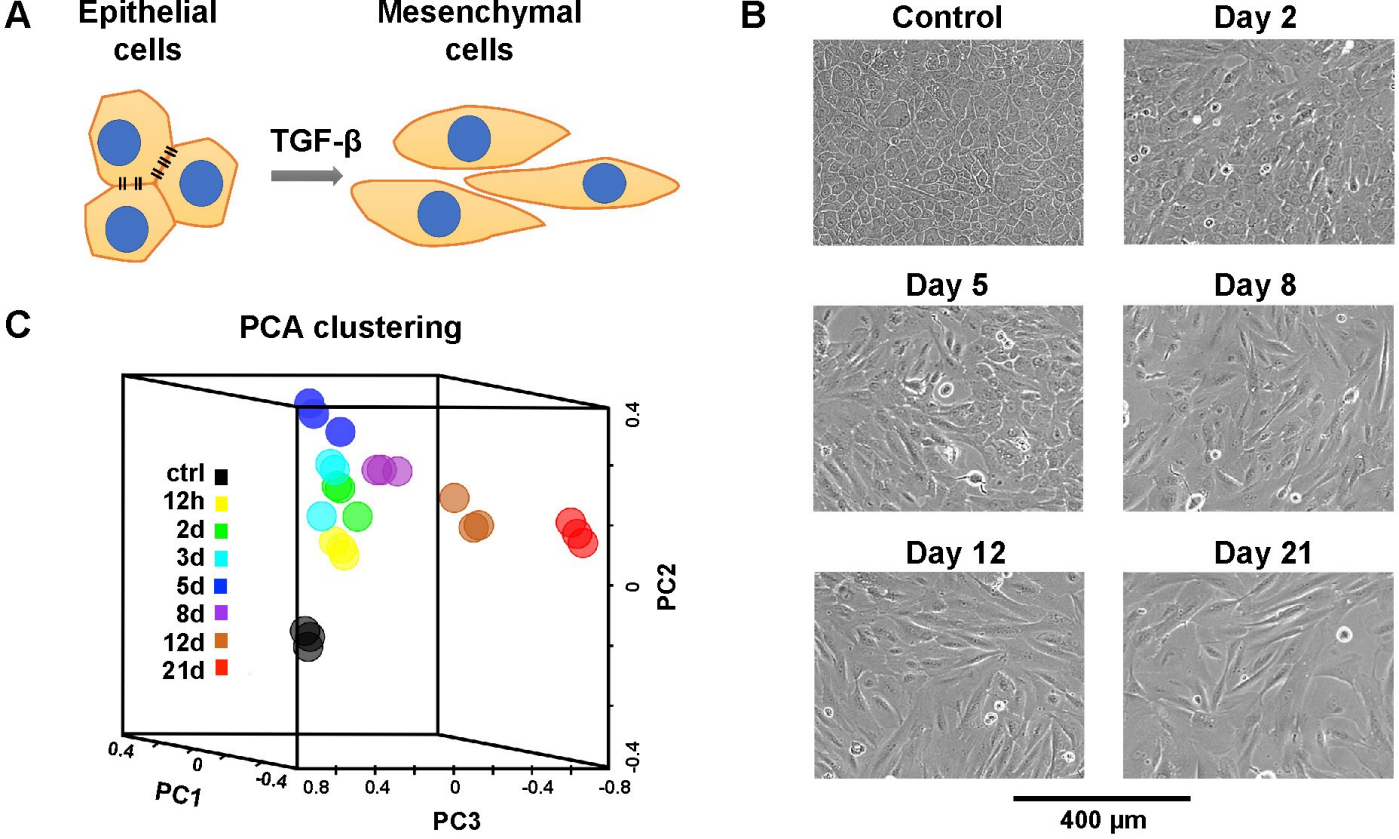
MCF10A cell responses to TGF-β treatment. **(A)** Schematic diagram of phenotypic transition from epithelial cells to mesenchymal cells in response to TGF-β treatment. **(B)** MCF10A cells undergo morphological changes in responses to 4 ng/ml TGF-β. **(C)** PCA clustering of TGF-β treated MCF10A cells reveals distinct gene expression patterns over time.

Next, we performed RNA-seq studies to uncover changes of gene expression accompanying EMT. At each time point, we harvested cell samples and extracted RNA. 

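MCF10A is a non-tumorigenic human breast epithelial cell line, and TGF-β is a cytokine that drives its epithelial-to-mesenchymal transition. RNA from untreated cells (control) and from cells treated with 4 ng/ml TGF-β for 12 hours, 2, 3, 5, 8, 12 and 21 days was poly(A)-selected and sequenced as paired-end reads, with 3 libraries per time point and 24 in all. The authors aligned the reads to hg19 with TopHat, computed FPKM values with Cufflinks, Cuffquant and Cuffnorm, and cleaned the values with R scripts that the paper's text does not describe further. The deposited table gives 1 FPKM value per gene and library for 23146 genes, of which 17617 were above 0 in at least 1 library and 5529 were listed at 0 in every library. FPKM values carry no read counts, so the absolute depth of the libraries is unknown. Gene and library effects were fitted by medians to the log FPKM of 1308 genes above 0 in 2 to 5 libraries. With the library effect read as inverse to depth, the relative depth lay between 0.78 and 1.37. Only 43.4% of these values lay within 5% of the fit, and differences in expression between time points can enter it, so this is a rough measure. The summed FPKM of a library ranged from 499105 in 5 days replicate 1 to 815997 in 3 days replicate 1. From the table, log2(FPKM + 1) was computed for the 12467 genes with an FPKM of at least 1 in at least 3 libraries. All 24 libraries entered 1 limma fit with a mean-dependent variance trend. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p below 0.05 and a fold change over 2 or under 0.5 on this scale, which understates the change of genes with low FPKM. The untreated cells form 1 group, and neither the labels nor the paper's text says when they were sampled. Without untreated cells for each time point, time in culture and TGF-β treatment cannot be separated in these data. The median of all tested genes at 5 days lay 0.16 above control on the log2 scale, and -0.01 from it after quantile normalization, so changes at 5 days are to be read against this shift.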

The RNA-seq results revealed that about 33% of human genes were differentially expressed upon TGF-β treatment. 

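Between any 2 of the 8 time points, 5192 genes were called DE in the 28 pairwise contrasts of the limma fit. They were 22.4% of the genes listed, 29.5% of those above 0 in at least 1 library and 41.6% of those tested. Against control, 635 genes were higher and 441 lower at 12 hours, 845 and 651 at 2 days, 1057 and 958 at 3 days, and 1759 and 1119 at 5 days. The counts were then 1149 higher and 1078 lower at 8 days, 944 and 692 at 12 days, and 1055 and 938 at 21 days. In all, 4317 genes were called against control at 1 or more time points, and 67 of them were higher at one time point and lower at another. At 5 days the share of higher genes among those called was 61.1%, and it was 48.5% after quantile normalization and 43.4% after median centring. Between consecutive time points, 493 genes were called from 12 hours to 2 days, 292 from 2 to 3 days, 342 from 3 to 5 days, 286 from 5 to 8 days, 347 from 8 to 12 days and 193 from 12 to 21 days. Among the processing alternatives, restricting the test to the 8641 genes with a mean FPKM of at least 5 moved the total most, to 3393, all of them among the 5192. A pseudocount of 0.01 in place of 1 gave 6657.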

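In a PCA of the 5192 DE genes, on z-scores of log2(FPKM + 1) per gene, PC1, PC2 and PC3 held 41.9%, 21.9% and 9.4% of the variance. In the space of these 3 components the mean distance was 83.5 between libraries of different time points and 11.1 between libraries of the same time point, a ratio of 7.52. When the time-point labels were permuted 100000 times over the 24 libraries, the largest ratio was 2.11 (one-sided permutation test, p = 1e-05, the smallest these permutations can give). The nearest library of each of the 24 libraries was a replicate of the same time point. The DE genes were chosen by their differences between time points, which raises this ratio, and over all 12467 tested genes it was 3.29 (one-sided permutation test, p = 1e-05).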

Principal component analysis (PCA) over these ~ 7000 DE genes showed an expected larger separation between gene expression profiles of samples from different time points than those of replicate samples from the same time point (Fig 1C). 

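In PC1 to PC3 the distance of each time point's centroid from that of the control was 103 ± 3.45 at 12 hours (SD over libraries, n = 3), 112 ± 8.11 at 2 days, 125 ± 9.87 at 3 days and 159 ± 5.68 at 5 days. It was then 137 ± 1.73 at 8 days, 122 ± 7.25 at 12 days and 136 ± 2.66 at 21 days. The position along PC1 rose from -96.2 in control to 61.4 at 5 days and returned to -3.12 at 21 days, while PC2 rose from -30.4 at 5 days to 64.8 at 21 days. The longest step between consecutive time points was the first, from control to 12 hours, with a length of 103. Each later step was between 32.7 and 58.3 long. These positions describe the centroids and were not tested.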

The global transcriptome change over time reflected in the PCA space was consistent with the gradual morphological change of cells over time and the previous report that TGF-β-induced EMT proceeded through intermediate states [19].

### Gene classes sharing similar expression patterns and upstream regulators exhibit similar functional characteristics

To further examine the temporal patterns and functions of the DE genes, we performed hierarchical clustering (HC) analysis. The analysis divided the DE genes into seven HC classes based on similar expression patterns in each (Fig 2A) [20]. Among the seven HC classes, class I with ~1,700 genes exhibit a monotonically decreasing pattern, and class II of ~2,000 genes exhibit a monotonically increasing pattern. 

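The 5192 DE genes were clustered on their z-scores over the 24 libraries with Euclidean distance and complete linkage, the defaults of the program the paper names, and the tree was divided into 7 clusters. Each cluster was named after the template, rising or falling with the order of the time points or peaking or dipping midway, that had the highest Pearson r with its mean profile, if r was at least 0.7. Clusters of 1072 (r = 0.70) and 573 genes (r = 0.78) were decreasing, 1645 genes in all, and a cluster of 911 genes (r = 0.92) was increasing. The r of the larger decreasing cluster was 0.701, next to the minimum. The clusters depended on the settings. Ward linkage gave 528 genes in decreasing and 1417 in increasing clusters, and average linkage on Pearson correlation gave 0 and 986. With each library left out in turn, the number in decreasing clusters lay between 0 and 1354 and that in increasing clusters between 397 and 1613. Single genes were also compared with the order of the time points. A Spearman rho of at least 0.9 was found for 190 DE genes and of at most -0.9 for 120, together 5.97% of the DE genes. Every step went in the same direction in 8 increasing and 6 decreasing genes.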

Another two classes III and IV show transient up and transient down dynamics, respectively. 

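Clusters of 1254 genes (r = 0.88) and 743 genes (r = 0.85) had a transient rise, 1997 genes in all, and both had their highest mean z-score at 5 days (1.09 and 1.23). A cluster of 500 genes (r = 0.87) had a transient fall, with its lowest mean z-score, -1.22, at 5 days. The transient rise stood between 974 and 2575 genes with each library left out in turn, and the transient fall between 0 and 1786. Ward linkage placed 1719 genes in clusters with a transient fall. From the heat map of the 7 classes (Fig 2A), the paper names each class by the course of its genes over the time points, as decreasing, increasing, transient or wavy.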

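The smallest of the 7 clusters, with 139 genes, followed none of the templates (highest r = 0.36). Its mean z-score was 1.04 in control, -0.87 at 12 hours, 0.47 at 3 days and -0.35 at 5 days. With each library left out in turn, clusters without a template held between 0 and 2221 genes. When the DE genes were compared with the templates one by one, 2212 of the 5192 reached an r of 0.7 with none of them.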

The remaining three classes V-VII display wavy dynamic patterns to varying degrees. Gene ontological (GO) analysis (S2 Fig) revealed that genes in each class are typically involved in multiple cellular processes. For example, genes in the decreasing class (class I) are related to RNA polymerase I activity and snoRNA binding. These two functions are related to the RNA metabolic process, including ribosomal RNA production, modification, and binding to regulatory factors. 

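The members of both functions were listed from general knowledge, since the paper's text does not print them. The list of RNA polymerase I subunits (13 genes, all tested) was lower than control at each of the 7 treated time points, by limma's camera test with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 63 combinations of list and time point. Its mean change was -0.55 at 12 hours (adjusted p = 0.00324) and -0.75 at 5 days (adjusted p = 0.000629), and -0.64 at 21 days (adjusted p = 0.00531). At 5 days 12 of the 13 genes fell, and 5 were called lower, both over all genes tested and adjusted over the list alone. The list of snoRNA-binding proteins (18 genes, all tested) had a mean change of -0.47 at 12 hours (adjusted p = 0.000415), -1.10 at 5 days (adjusted p = 1.98e-08) and -0.66 at 21 days (adjusted p = 0.00014). All 18 genes fell at 5 days, and 11 of them were called lower, by either adjustment. All 14 calls of the 2 lists held under fry. The lists did not fall at every step: from 5 to 21 days the mean of the snoRNA-binding proteins rose by 0.44 (camera, adjusted p = 0.000242 over 36 combinations of list and comparison, limma). The polymerase subunits rose by 0.11 and were not distinguishable from the other genes (adjusted p = 0.236, limma). This comparison of 5 with 21 days was chosen after the values were seen.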

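Proliferation was followed through a list of 30 cell cycle genes, all of them tested. Relative to control, the mean change of the list on the log2(FPKM + 1) scale was -0.28 ± 0.07 at 12 hours (SD over libraries, n = 3), -1.02 ± 0.21 at 2 days, -1.30 ± 0.05 at 3 days and -2.15 ± 0.28 at 5 days. It was then -1.41 ± 0.24 at 8 days, -0.52 ± 0.20 at 12 days and -0.52 ± 0.08 at 21 days. By camera the list was lower than control from 2 days on (adjusted p = 1.2e-16 at 5 days and 0.00138 at 21 days) and not at 12 hours (adjusted p = 0.115). Without control replicate 1 or control replicate 2 it was called at 12 hours as well (mean change -0.35 and -0.34, adjusted p = 0.0477 and 0.0492, limma), while without control replicate 3 the change was -0.14 (adjusted p = 0.603, limma). The list lay below the control mean in all 3 libraries of each treated time point, and 28 of its 30 genes were called lower at 5 days and 1 at 21 days, both over all genes tested and adjusted over the list alone. MKI67, a proliferation marker, had an FPKM of 13.1 ± 4.21 in control (SD, n = 3), 2.03 ± 0.75 at 5 days and 8.62 ± 0.84 at 21 days.

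**Figure D1:**
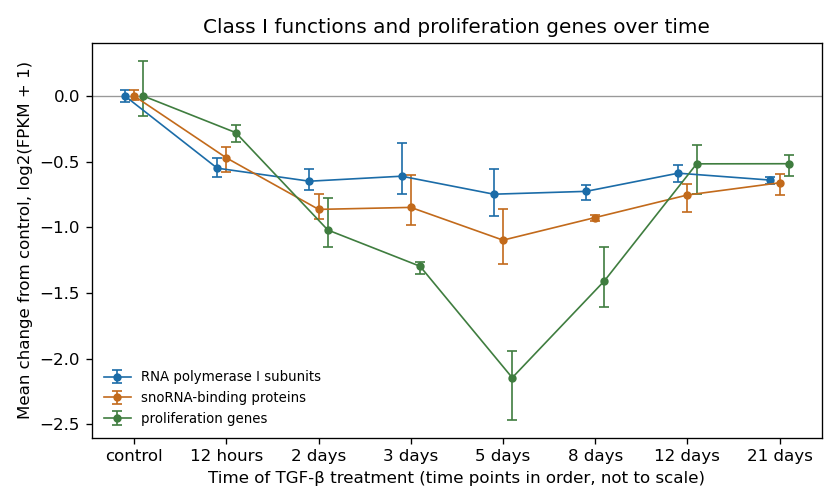
Mean change from control on the log2(FPKM + 1) scale (vertical axis) at the 8 time points in order (horizontal axis, not to scale) for the RNA polymerase I subunits, the snoRNA-binding proteins and the proliferation genes. Points are means over 3 libraries and bars run from the lowest to the highest library. The proliferation genes are lowest at 5 days, at -2.15, and lie at -0.52 at 21 days.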

The observation that these genes are down-regulated is consistent with previous reports that under TGF-β treatment cells are under growth arrest until they finish EMT [21].

**Fig 2:**
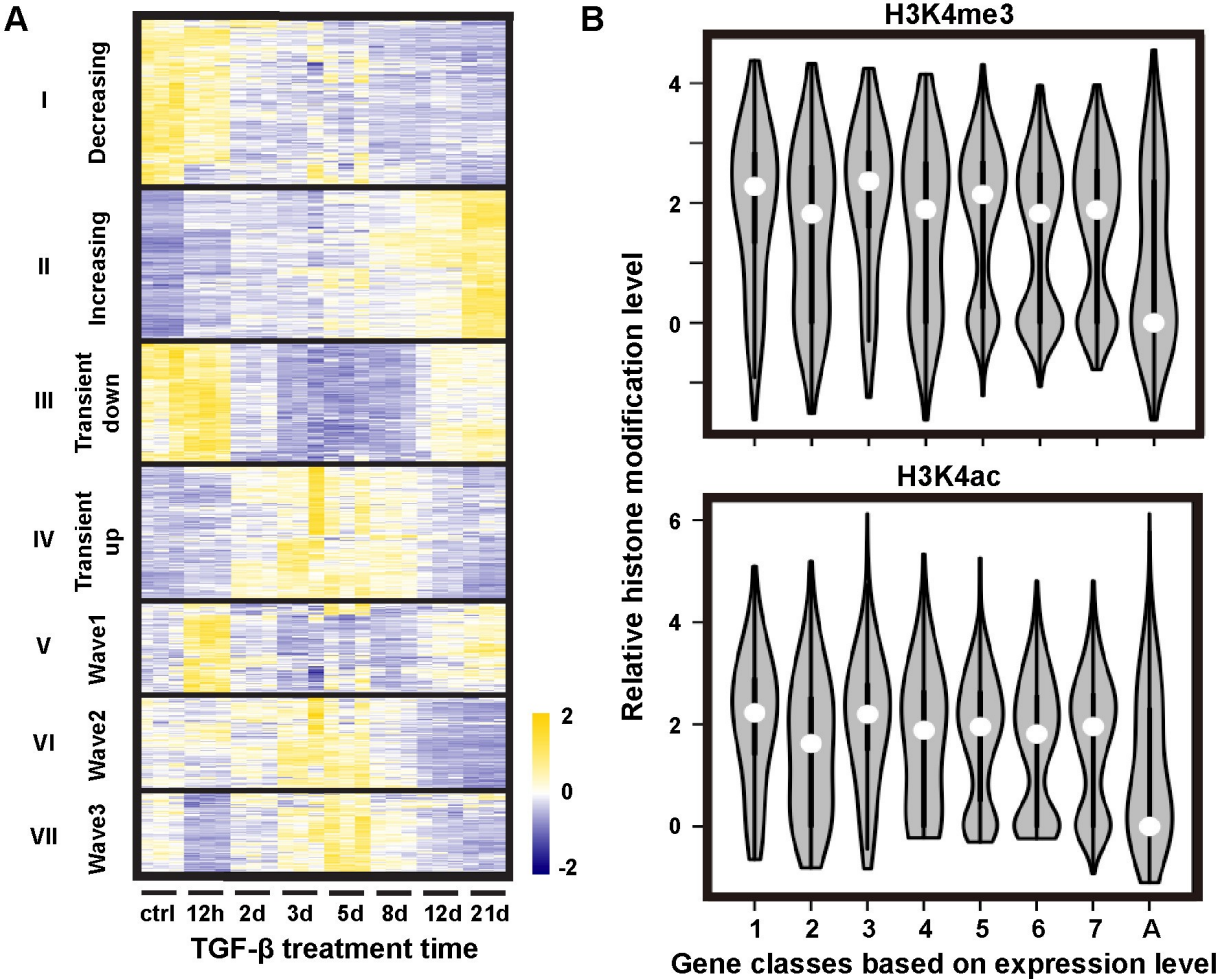
TGF-β induced gene expression changes show distinct temporal patterns. **(A)** Hierarchical clustering of genes based on temporal gene expression patterns only. **(B)** Violin plots of distributions of indicated histone modification levels sampled through genes belonging to individual hierarchical clusters. Numbers 1–7 on the x-axis follow the order of gene clusters in panel A. The control group ‘A’ was sampled through all genes.

Histone modifications can also affect gene expression [22]. To investigate the relationship between histone modification and gene expression, we integrated genome-wide H3K4me3 and H3K4ac profiles obtained by Messier et al. [23] with our RNA-seq data. Both H3K4me3 and H3K4ac are histone modification marks that are associated with active or poised genes [24]. We used H3K4me3 and H3K4ac profiles of all human genes as a control, and examined the marks in each HC class. The results in Fig 2B show that all HC classes have elevated H3K4me3 and H3K4ac compared to the control, and there is no apparent difference between different classes. Each HC class also has a broad bimodal distribution. That is, genes within an HC class do not share common histone modification patterns. Given that histone modification patterns correlate with local chromosome structures [25], these results suggest that genes from the same HC class have heterogeneous local chromosome environments.

Next, we adopted a different clustering scheme, the Dynamic Regulatory Events Miner (DREM), which clusters genes by combining gene expression time series with additional pre-established transcriptional networks [26]. Fig 3A shows the clustering results analyzed with DREM2 based on a Hidden Markov Model (HMM) [15]. At each conjunction node, genes are assigned to different branches based on their expression trend and upstream regulators (transcription factors on this node). Genes from an upstream branch can become key regulators at subsequent nodes [15, 26]. It reveals a hierarchy of gene regulation during the process of TGF-β-induced phenotype change. With DREM2 the DE genes were clustered prominently into 46 branches with 19 nodes at the conjunction sites and 25 end classes. For clarity, we call the latter HMM classes to distinguish from the HC classes that are based on expression only.

**Fig 3:**
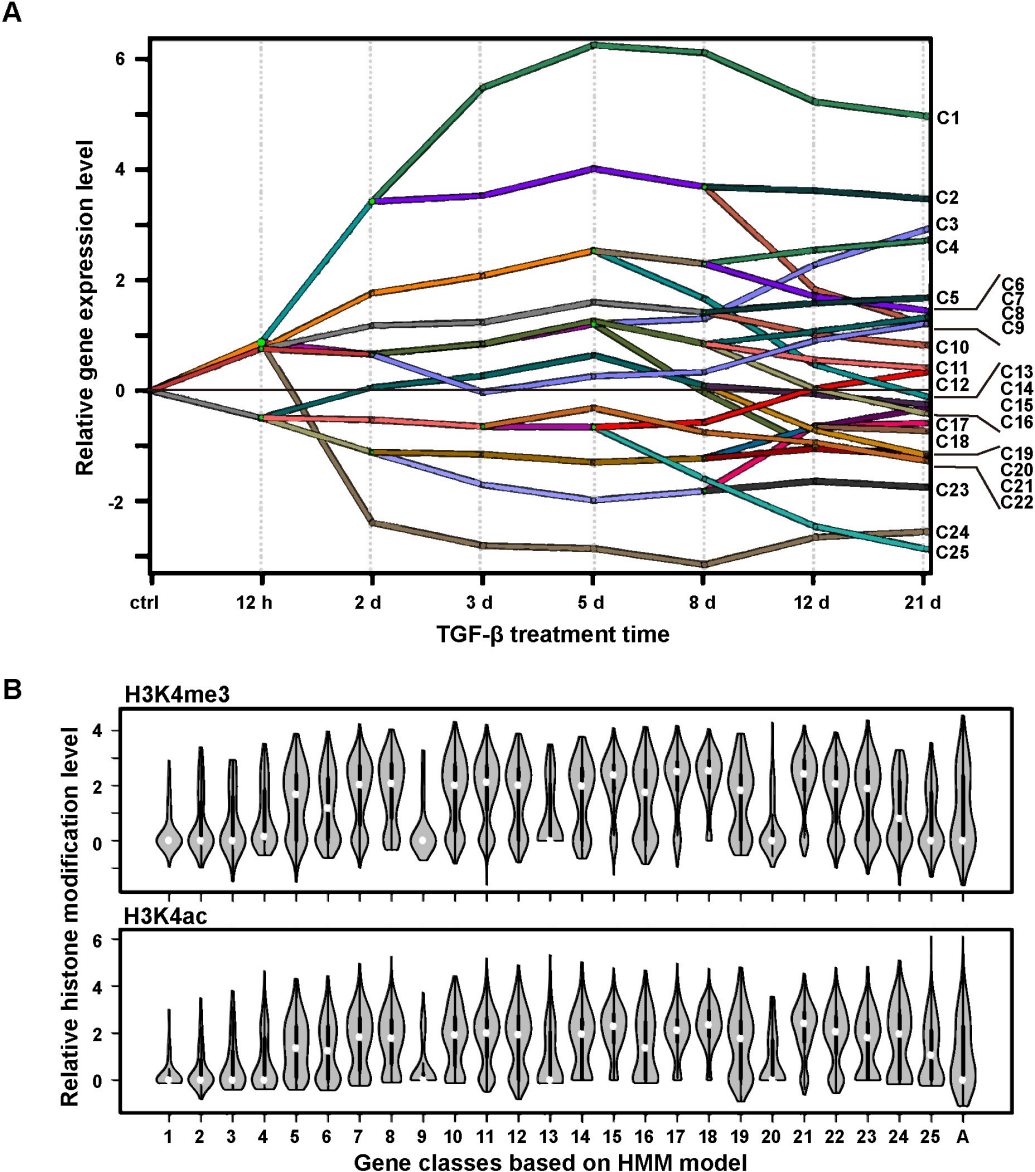
Genes clustered based on both expression patterns and key transcription factors show a correlation between patterns of expression and histone modification. **(A)** Dynamic regulatory map obtained through the DREM2 analysis. **(B)** Distribution of indicated histone modification levels sampled through genes belonging to individual HMM classes. Group ‘A’ represents the control group that includes all genes.

Compared to the HC classes, HMM classes showed finer dynamic patterns and GO enrichment information (S1 Table). For example, genes in the first seven HMM classes all had increased expression, but differed in their detailed temporal profiles. Genes in class C1 increased their expression to high levels already on day 2. 

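Class C1 comes from the paper's HMM analysis, which was not repeated here, so the 6 genes the paper names as its members (MMP2, MMP7, MMP11, MMP13, POSTN and FN1) were followed. Their mean change was 1.60 at 12 hours, 2.80 at 2 days, 4.21 at 3 days, 4.82 at 5 days and 4.93 at 8 days on the log2(FPKM + 1) scale, and 3.10 at 21 days. All 6 genes rose at 2 days, and 4 of them were called, by either adjustment, over all genes tested or adjusted over the list alone. The paper chose these genes on the same libraries, so these counts are not independent evidence.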

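A list of 65 genes for metalloendopeptidases was used, and 35 of them passed the filter on low FPKM. Of these, 23 (65.7%) were DE between any 2 time points, where 41.6% of all tested genes were. At 2 days 11 were called higher and 2 lower, both over all genes tested and adjusted over the list alone. The mean change of the list was 0.80 at 2 days (camera, adjusted p = 0.00014), with 27 of 35 genes rising, and 1.20 at 5 days (adjusted p = 0.000157). The list was higher at all 7 time points by camera and by fry.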

Genes related to metalloendopeptidase activity were enriched in this class by over 17 fold with respect to the reference genes. 

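In hg19, MMP2 lies on chromosome 16 from 55423612 to 55540603, MMP7 on chromosome 11 from 102391239 to 102401481, MMP11 on chromosome 22 from 24110413 to 24126503 and MMP13 on chromosome 11 from 102813724 to 102826461, all annotated as protein-coding genes. MMP2 had an FPKM of 0.92 ± 0.32 in control (SD, n = 3), 41.4 ± 4.40 at 2 days and 93.9 ± 19.6 at 5 days, its highest mean. Its log2 fold change at 2 days was 4.47 (standard error 0.17, adjusted p = 3.8e-15, limma). MMP7 rose from 1.36 ± 0.92 in control to 10.2 ± 4.33 at 2 days and 81.0 ± 18.6 at 3 days, and its log2 fold change at 2 days was 2.25 (standard error 0.41, adjusted p = 0.000102, limma). At 12 and 21 days MMP7 was not called. At 21 days its log2 fold change was 0.86 (adjusted p = 0.0833, limma), and it was called with a pseudocount of 0.1 (1.28), without control replicate 1 (1.15) and without 21 days replicate 3 (1.10). MMP11 was at 0.07 ± 0.13 in control, 0.94 ± 0.44 at 2 days and 6.41 ± 0.55 at 5 days. MMP13 was at 0.04 ± 0.04 in control, 0.44 ± 0.37 at 2 days and 15.1 ± 8.07 at 8 days. Neither was called at 2 days with a pseudocount of 1, where the log2 fold change was 0.83 for MMP11 (adjusted p = 0.000545, limma) and 0.43 for MMP13 (adjusted p = 0.195, limma). With a pseudocount of 0.1 both were called at 2 days, at 2.73 and 1.72. At 2 days the mean FPKM was 44.1% of the highest mean of the course for MMP2, 12.6% for MMP7, 14.6% for MMP11 and 2.89% for MMP13.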

Four of the matrix metalloproteinases (*mmp*s), *mmp2*/*7*/*11*/*13*, are also in this class. These four MMPs are known to degrade components of extracellular matrix proteins such as gelatin, fibronectin, and laminin, and mediate biological activities including migration, mammary epithelial cell apoptosis, and EMT [27]. Heparin binding genes were another type of highly enriched genes. These genes, such as *periostin* (*postn*), *fibronectin* (*fn1*), are also known to be related to matrix or cell membrane formation and thus affect cell migration and adhesion [28]. 

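POSTN lies on chromosome 13 of hg19 from 38136720 to 38172981 and FN1 on chromosome 2 from 216225163 to 216300796. FN1 had an FPKM of 9.14 ± 1.64 in control (SD, n = 3), 280 ± 13.0 at 12 hours, 1134 ± 171 at 2 days and 4024 ± 577 at 21 days. Its log2 fold change was 4.80 at 12 hours and 8.64 at 21 days (standard error 0.20, adjusted p = 1.68e-18, limma), the largest rise at 21 days among the genes without overlap between the treated and the control libraries. POSTN was at 0.02 ± 0.03 in control, 3.13 ± 0.71 at 2 days, 34.8 ± 4.18 at 8 days and 25.0 ± 0.86 at 21 days. Its log2 fold change was 2.01 at 2 days and 5.13 at 8 days (standard error 0.14, adjusted p = 1.22e-17, limma). At 2 days the mean FPKM of FN1 was 28.2% and that of POSTN 9.01% of the highest mean of the course.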

Another class of early activation genes, class C2, was also enriched with genes related to cell matrix and membrane structure. Among them five of the *pcdh* family members, including *pcdh7*/*a4*/*b9*/*b10*/*b13*, are integral membrane proteins that are involved in cell-cell recognition and adhesion [29]. 

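PCDH7 lies on chromosome 4 of hg19 from 30721991 to 31148427. PCDHA4 (140186622 to 140391932), PCDHB9 (140566701 to 140571114), PCDHB10 (140571926 to 140575220) and PCDHB13 (140593491 to 140598551) lie in the protocadherin cluster on chromosome 5. They belong to families of similar genes whose reads the FPKM estimation could split between members, so the values of single members are uncertain. The mean change of the 5 genes was 0.56 at 12 hours, 0.98 at 2 days, 1.83 at 3 days and 1.96 at 5 days, and 0.93 at 21 days. At 12 hours it was 0.44 under quantile normalization. With a pseudocount of 1, none of the 5 genes was called at 12 hours, 2 were at 2 days (PCDHA4 and PCDHB10) and all 5 at 3, 5 and 8 days. These counts were the same adjusted over the list alone, and the paper chose the genes on these libraries, so they are not independent evidence. PCDHB13 was called at 2 days without 2 days replicate 1 (1.01), and PCDHB9 was not called at 8 days without 8 days replicate 2 (0.97). With a pseudocount of 0.1, PCDH7 (1.54), PCDHA4 (2.06) and PCDHB13 (2.31) were called at 12 hours and all 5 genes at 2 days. The highest mean FPKM was 8.25 ± 0.85 for PCDH7 (SD, n = 3, at 8 days), 3.50 ± 0.54 for PCDHA4 (5 days), 1.93 ± 0.46 for PCDHB9 (5 days), 6.99 ± 1.43 for PCDHB10 (3 days) and 2.33 ± 0.67 for PCDHB13 (5 days).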

In general, genes within each HMM class had narrower distributions and thus higher similarity of histone modification patterns (Fig 3B) than those of the HC classes do (Fig 2B). Therefore, genes clustered through the DREM2 analysis based on common TFs and similar dynamic profiles tend to have closely related functions.

### Genes sharing common regulators have an enhanced tendency to be spatially close

As mentioned above, local chromosomal DNA environment affects gene transcriptional activity. We wondered whether genes sharing similar expression patterns and common regulatory factors, as in an HMM cluster identified by the DREM2 analysis, are also spatially close and share similar local DNA environment. To test this hypothesis, we first examined gene arrangement along the linear genome sequences. We divided the whole human genome into bins with a resolution of 1 Mb, a typical size of a topologically associated domain (TAD). Then we matched all genes to the relevant bins based on their genomic positions. 

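Gene positions were taken from GENCODE 44 in the coordinates of hg19, and 21221 of the 23146 genes (91.7%) were matched by symbol or synonym. With each gene placed by its transcription start site, the genome of 3113 bins of 1 Mb held a median of 4 genes per bin and at most 91.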

Statistical analysis of all the genes spreading along the chromosomes showed that genes are not evenly distributed along the DNA sequences (Fig 4A). Most bins have less than ten genes, and globally one third of the bins are gene-free. By contrast, ~3% of the bins (a total of less than 100 bins) contained 17% of the overall human genes. This uneven distribution was slightly more profound for the DE genes under TGF-β treatment: DE genes resided in less than half of the bins and 17% of DE genes were enriched in only 2.5% of the bins.

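By these positions 2390 of the 3113 bins (76.8%) held fewer than 10 genes, and 542 (17.4%) held none of the genes listed. A bin counted as empty can hold genes that the table does not list or that were not matched.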

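Taken from the fullest bin down, 90 bins (2.89%) held 17% of the 21221 genes, and each of them had at least 30 genes.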

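Of the DE genes, 4997 had a position. Taken from the fullest bin down, 72 bins (2.31%) held 17% of them. When the DE calls were drawn 10000 times at random from the 11987 tested genes with a position, the share averaged 2.38% (95% of draws from 2.25% to 2.51%; two-sided permutation test, p = 0.42). DE genes lay in 1775 bins (57.0%), against 55.2% for random draws (two-sided permutation test, p = 0.0002), so they were spread over more bins than random tested genes. The tested genes themselves lay in 69.4% of the bins. With all 21221 positioned genes as the background, which includes genes that were not tested, the random draws averaged 58.3% of the bins (two-sided permutation test, p = 0.015), and the direction of the difference was the opposite. From this background the bins holding 17% of the genes drawn averaged 2.53%, above the 2.31% of the DE genes (two-sided permutation test, p = 0.0068). In 82 bins every listed gene was DE, and 68 of these bins held 1 gene.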

**Fig 4:**
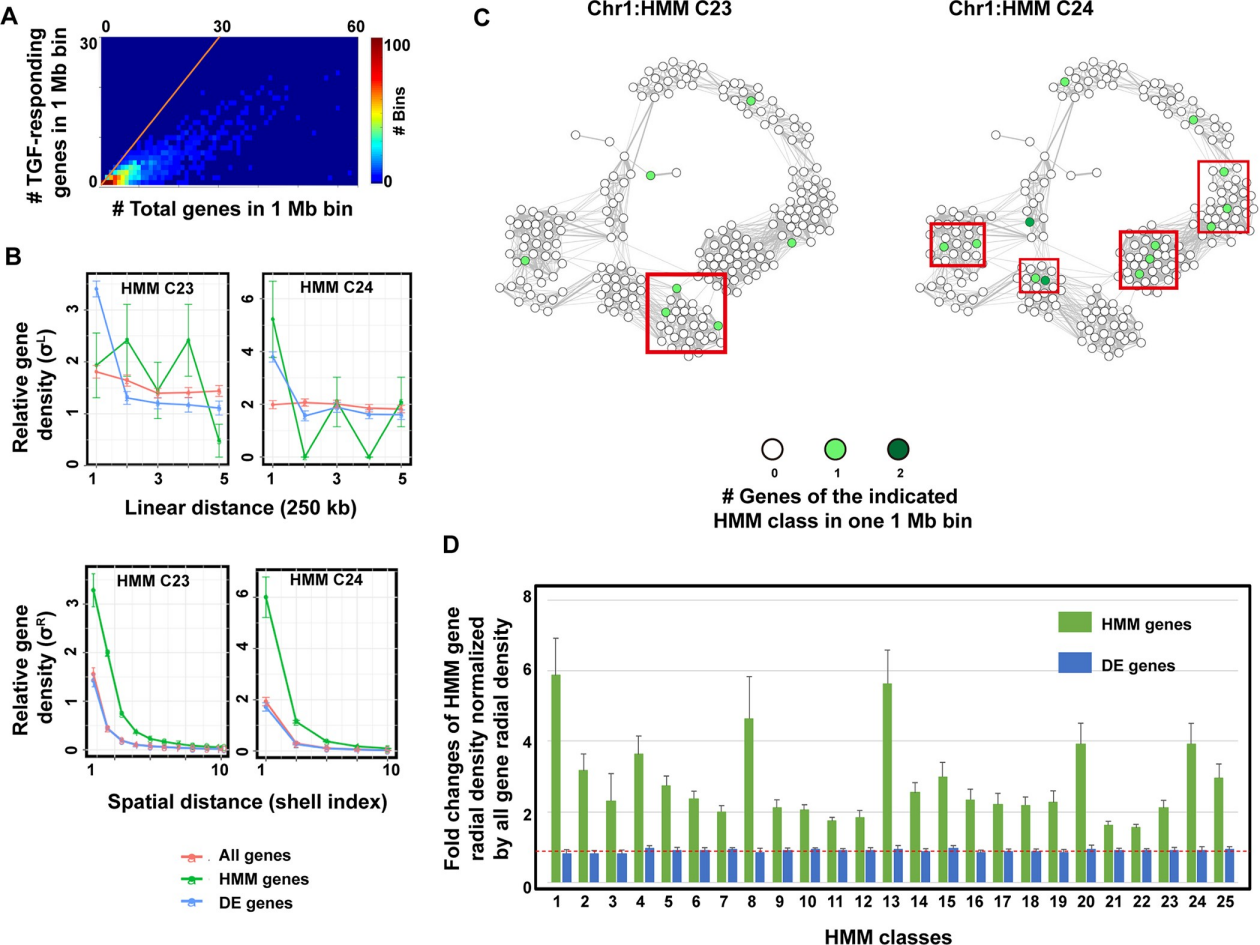
Genes with similar expression patterns and controlled by the same up-stream regulators show an enhanced tendency to co-localize spatially in the 3D chromosome structure. **(A)** Heat map shows the numbers of 1-Mb bins containing a given number of genes and TGF-β responding genes. The orange line highlights the bins in which all genes responded to TGF-β treatment. **(B)** Linear and radial distribution functions of TGF-β-responding genes within two representative HMM classes. We calculated the distribution of genes by sampling three types of gene groups: all available genes (All genes, $\sigma_{\alpha }^{LA}$ and $\sigma_{\alpha A}^{R}$), genes within an indicated HMM group (HMM genes, $\sigma_{\alpha }^{L}$ and $\sigma_{\alpha \alpha }^{R}$), and genes that showed differential expression during TGF-β treatment (DE genes, $\sigma_{\alpha }^{LD}$ and $\sigma_{\alpha D}^{R}$). For spatial distance, with the shell width Δr approx 60 nm. **(C)** Pseudo-spatial arrangement of genes belonging to two representative HMM classes, respectively. Each circle indicates a 1-Mb bin. The gray level in a circle scales to the number of genes in the bin that belongs to the indicated HMM class. The two-dimensional spatial arrangement of bins within one chromosome was calculated by a fast-greedy algorithm based on the contact frequencies between each pair of bins from Hi-C data. The line width between two circles is proportional to the contact frequencies between the two corresponding bins. Genes within each red box are within ~ 300 nm in space. **(D)** Relative gene densities of all HMM classes within the first shell of the radial distributions normalized by the average density of all genes around the targeted genes in the first shell (i.e., $\sigma_{\alpha \alpha }^{R}(0)/\sigma_{\alpha A}^{R}(0)$ and $\sigma_{\alpha D}^{R}(0)/\sigma_{\alpha A}^{R}(0))$.

To further examine the gene distribution along chromosomes, we defined an averaged linear distribution function *σ*^*L*^ (see Materials and Methods for details). It measured how the chromosomal density of a group of genes of interest changes with respect to the transcription starting site (TSS) of a given gene. For a given gene *x* belonging to an HMM class α as a tagged gene, we divided the DNA sequences along both sides flanking the TSS of *x* into bins with a size of 125 kb (S1A Fig, r = 125 kb), and counted the fraction of HMM class α genes in each bin. We then repeated this process by choosing every gene in the HMM class α as the tagged gene, and calculated the average density of HMM class α genes ($\sigma_{\alpha }^{L}(i)$) in the *i*-th bin with respect to the tagged gene. For statistical comparison, we also calculated a similar $\sigma_{\alpha }^{LA}(i)$ for all human genes and $\sigma_{\alpha }^{LD}(i)$ for all DE genes with respect to the tagged HMM class α genes as controls. If there were no class-specific gene clustering along the genomic sequence, one would expect that $\sigma_{\alpha }^{L}(i)=\frac{{\langle n_{i\alpha }+n_{-i\alpha }\rangle }_{\alpha }}{N_{\alpha }-1}=\frac{{\langle n_{i}+n_{-i}\rangle }_{\alpha }}{N_{\alpha }-1}\frac{N_{\alpha }-1}{N}=\sigma_{\alpha }^{LA}(i)=\sigma_{\alpha }^{LD}(i)$ within statistical errors (see Materials and Methods for explanation of terms). Instead, the *σ*^*L*^ values of more than half of HMM classes were not significantly higher than those of DE gene and all human gene controls. The upper left panel of Fig 4B shows HMM class C23 as an example. Only five HMM classes showed statistically significant increases of *σ*^*L*^ values over controls (although the increases are small) within the first pair of bins (≤ 125 kb), indicating relative accumulations of genes from the same HMM class; one of them (HMM class C24) is shown in Fig 4B upper right panel.

Next, we investigated the spatial arrangement of the DE genes using a set of available Hi-C data from MCF10A cells [30]. Following an approach used in statistical mechanics [18], we defined a set of radial distribution functions ($\sigma_{\alpha \beta }^{R}(i)$) that measured the average radial density (rd) of HMM class β genes and residing inside the *i*-th evenly divided spherically shell relative to a tagged class α gene, and averaged the rd values over all class α genes (S1B Fig). For comparison we also defined two controls $\sigma_{\alpha A}^{R}(i)$) and $\sigma_{\alpha D}^{R}(i)$), where the class β genes were replaced by all human genes and all DE genes, respectively. If there were no HMM class-specific gene spatial clustering, one would expect that within statistical errors, $\sigma_{\alpha \alpha }^{R}(i)=\sigma_{\alpha \beta }^{R}(i)=\sigma_{\alpha A}^{R}(i))=\sigma_{\alpha D}^{R}(i)$. According to this metric, however, genes in the classes C23 and C24, as discussed above, exhibited substantial spatial clustering. Genes in class C24 tended to be spatially close (Fig 4B bottom right), likely due to their arrangement in a linear sequence. Notably, genes in class C23 also showed significantly enhanced spatial co-localization. With respect to a tagged C23 gene, the rd values of C23 genes within the first shell was more than doubled than that of all genes, which means that even some C23 genes that are not close along the linear sequence come close spatially. To visualize such spatial clustering of genes from an HMM class, we generated a two-dimensional plot of 1-Mb bins on chromosome 1 based on bin-bin contact frequencies obtained from the Hi-C data (Fig 4C). The red boxes show spatial aggregation of genes on chromosome 1 that belong to the two classes, respectively. Further analysis revealed significant gene spatial clustering in the first shell for all HMM classes compared to that of the controls (Fig 4D), and showed that spatial clustering mainly takes place within each HMM class (S3A Fig). That is, genes sharing a common upstream regulator have an enhanced tendency to be spatially close.

We also examined how the genes within the first shell of a tagged gene are distributed along the chromosome sequence (S3B Fig). While a large contribution to the average radial gene density ($\sigma_{\alpha \alpha }^{R}(0)$) came from genes that were already close along the chromosome sequence, some gene elements as far as ~ 50 Mb apart resided spatially close.

### Genes of similar functions tend to cluster spatially during embryonic development

Next, we asked whether the observed spatial clustering of genes with related function is beyond the TGF-β induction of MCF10A cells. To this end, we performed similar DREM2 and linear/spatial gene density analyses on the differentiation of mouse ESCs into NPCs then CNs (Fig 5A), for which both RNA-seq and Hi-C data for the three developmental stages were reported by Bonev et al. [13]. A DREM2/HMM analysis clustered ~ 20,000 mouse genes into seven classes based on both their expression patterns during neuron cell differentiation and TF regulation (Fig 5B). For both ESC and CN cells, radial distributions (Fig 5C and 5D and S4A Fig) show that genes within the same HMM class have a slightly enhanced tendency to cluster spatially in the first shell compared to the control groups. We observed a similar tendency for NPC cells but to a less extent.

**Fig 5:**
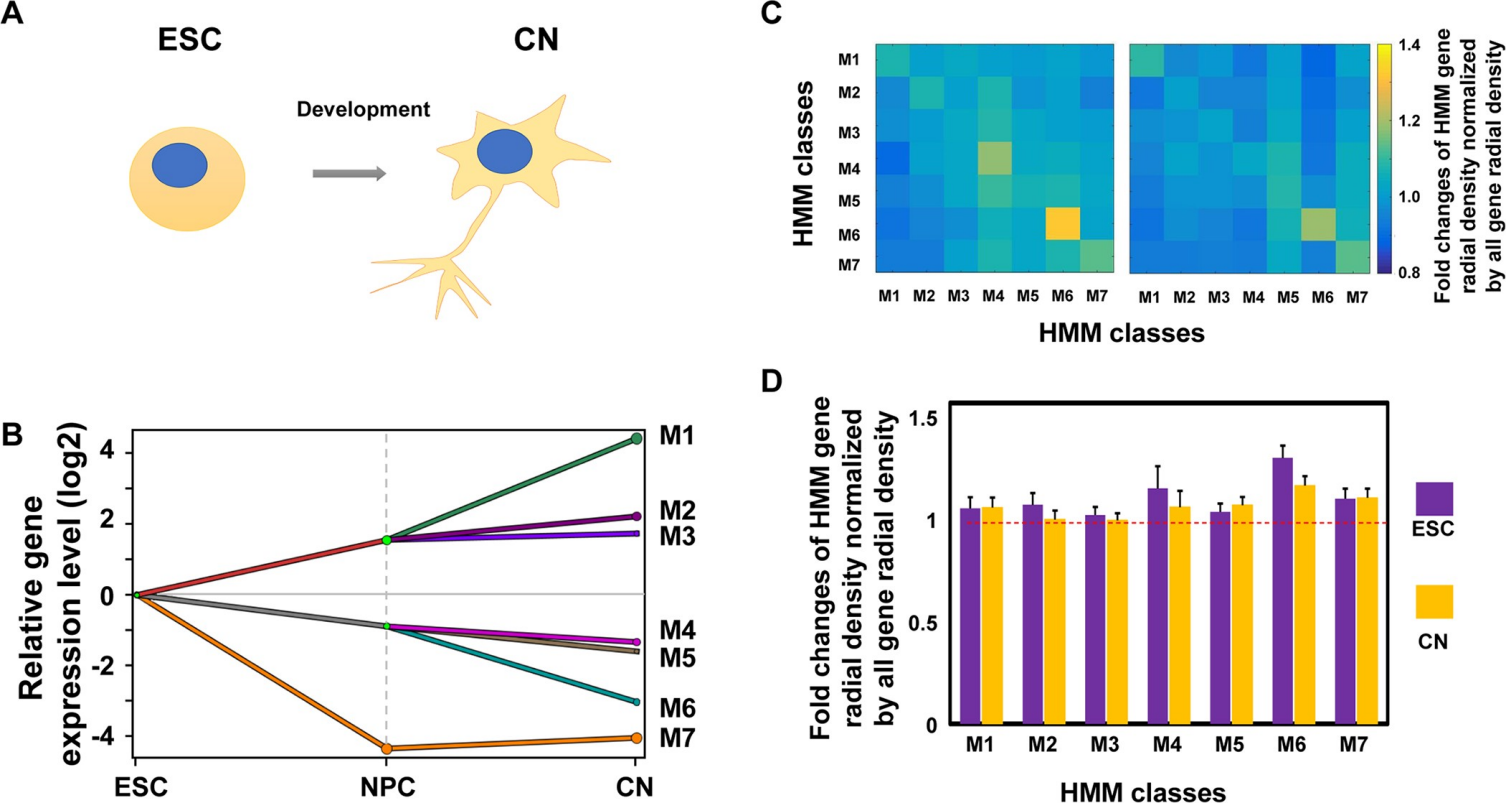
Mouse ESC-CN system shows a similar enhanced tendency of physical proximity for co-regulated genes with similar expression patterns. **(A)** Schematic diagram of the development from ESC to CN cells. **(B)** Dynamic regulatory map obtained through the DREM2 analysis. (**C**) Heat map of intra- (diagonal) and inter- (off-diagonal) HMM class gene densities within the first shell of radial distribution relative to the corresponding densities of all genes (as control) in ESC cells or CN cells (i.e., $\sigma_{\alpha \beta }^{R}(0)/\sigma_{\alpha A}^{R}(0)$). (**D**) Gene densities of all HMM classes within the first shell of radial distribution relative to the corresponding densities of all genes (i.e., $\sigma_{\alpha \alpha }^{R}(0)/\sigma_{\alpha A}^{R}(0)$)) in ESC cells or CN cells.

Compared to the MCF10A cell data, the ESC-CN system showed less enhanced spatial clustering within individual HMM classes relative to that of the control. We reasoned that DREM2 clustering was more coarse-grained in the ESC-CN system due to the limited number of time points in the available RNA-seq datasets. Each HMM class is thus likely composed of multiple sub-classes regulated by different TFs. The expected effect of spatial clustering within each sub-class ($\sigma_{\mu \mu }^{R}(0)/\sigma_{\mu A}^{R}(0)>1$) is then reduced by their spatial relation to other sub-classes ($\sigma_{\mu \nu }^{R}(0)/\sigma_{\mu A}^{R}(0)\approx 1$), where μ and ν refer to two sub-classes within one HMM class. Apparently, the ratio reaches an asymptotic value of one if there is only one HMM class. This reduction due to unresolved class mixtures was less severe for MCF10A cells, for which the DREM2 clustering was finer. To support this hypothesis, we reanalyzed the MCF10A RNA-seq data assuming that one can only identify nine HMM classes branched on day 2 (S4B Fig), and eight of them are mixtures of the finer classes obtained from analyzing RNA-seq data at all time points (as shown in Fig 3A). As expected, S4C Fig shows that the extent of spatial clustering of genes within each class is reduced as compared to those shown in Fig 4D.

## Discussion

Recent studies on chromosome conformations have revealed the existence of structural units such as promoter-enhancer hubs, topologically associated domains (TADs), and meta-TADs and demonstrated that these structural units play important roles in gene regulation [31–34]. Several studies focusing on specific genomic regions have shown correlation between gene expression and local chromosome structures [35, 36]. In this work, we provide a genome-wide perspective on the relationship between chromosome structure and gene regulation by integrating the RNA-seq and Hi-C data. We first only used the expression data and grouped genes that share similar temporal expression patterns and are co-regulated by common TFs together. We found that genes within each group display a significantly enhanced tendency to be clustered spatially in the three-dimensional chromosome structure, regardless whether these genes are close (< 1 Mb) along the genome sequence or separated by as far as tens of Mb. This observation further suggests that the three-dimensional chromosome structure is part of a multi-layer gene regulation program.

Our analysis reveals two related mechanisms that achieve spatial clustering of genes subject to common regulators. Some genes are located close in chromosome sequence and consequently spatially close. By contrast, some genes that are far apart along chromosome sequence can also become adjacent spatially by forming three-dimensional structures. TFs may actively orchestrate such chromosome structure organization [37, 38]. Alternatively, other DNA binding factors such as long non-coding RNAs and transcription initiation complexes can drag associated chromosomal regions together to form enhancer-promoter hub structures. These hub structures may facilitate TF binding and related cooperative regulation such as phase separated molecular assemblies [39].

Functionally, spatial co-localization may contribute to temporally coordinated regulation of a group of genes in eukaryotic cells. This co-localization can be viewed as a further refinement of the SIM network motif first noticed in prokaryotic cells. Spatial co-localization may facilitate simultaneous regulation of local chromosomal environment of these genes, such as DNA methylation and histone modification, and chromosome compaction, all of which affect gene expression activities. Indeed, a recent study on Drosophila embryos shows that a group of genes separated by genomic distance but pulled together by an enhancer element exhibit similar expression fluctuation patterns [40].

Our analysis of the MCF10A data, however, has a number of limitations. While we performed RNA-seq analysis of MCF10A cells at a number of time points during TGF-β treatment, the lack of simultaneous time-course Hi-C and epigenomic data prevented us from analyzing how spatial clustering may change dynamically upon the change of gene expression status. In addition, having the RNA-seq, Hi-C and epigenomic datasets obtained from different labs also raises a concern of potential cell line drifting during culture. It is desirable to have an integrated set of parallel RNA-seq, epigenomic and Hi-C measurements from the same batch of cells, similar to how the ESC differentiation was studied by Bonev et al. [13] but at more time points. Together with the gene regulatory network analysis, such datasets would permit finer clustering and identifying gene groups that each contains multiple spatially clustered, co-regulated and functionally related genes, and examining to what extent these units are either cell type specific or conserved among different cell types.

In summary, based on an integrated analysis of transcriptome, epigenome, and chromosome 3D structural information we propose a mechanism for concerted regulation of gene groups that can be further evaluated with more systematically measured datasets. That is, concerted gene regulation can be achieved through a common trans regulator(s) and the spatial co-localization of target genes. This observation further suggests that genes may be spatially organized into functional units, consistent with the hierarchical patterns and long-range interactions revealed by chromosome structure studies [36, 41]. The relationship between gene expression and chromosome structure can be better understood by grouping genes into finer HMM classes based on their expression patterns and regulatory elements.

## Supporting information

S1 Fig Schematic illustration of the linear (A) and radial (B) distribution functions.
(TIF) Click here for additional data file.

S2 Fig Gene ontology (GO) analysis of hierarchical-clustering classes. (TIF) Click here for additional data file.

S3 FigGenes from one HMM class have enhanced tendency to cluster spatially.**(A)** Radial distribution matrix of genes belonging to various HMM classes as normalized by the corresponding average density of all genes around the targeted gene in the first shell (i.e., $\sigma_{\alpha \beta }^{R}(0)/\sigma_{\alpha A}^{R}(0)$). **(B)** Distribution of linear genomic distances between a tagged gene and genes from the same HMM class in the first shell.(TIF)Click here for additional data file.

S4 FigEnhanced tendency of spatial clustering among genes within one HMM class is concealed by unresolved HMM class mixtures.**(A)** Gene radial distributions, $\sigma_{\alpha \alpha }^{R},\sigma_{\alpha A}^{R}$ and $\sigma_{\alpha D}^{R}$ for the mouse nervous system development, with the shell width Δr approx 60 nm. **(B)** Eight of the nine HMM classes of TGF-β treated MCF10A identified on day 2 are mixtures of finer HMM classes shown in Fig 3A. **(C)** Relative gene densities of the HMM classes shown in panel B within the first shell of radial distribution in the first shell, normalized as fold changes with respect to the corresponding average densities of all genes around the targeted genes (the red dashed line), i.e., $\sigma_{\alpha \alpha }^{R}(0)/\sigma_{\alpha A}^{R}(0)$ and $\sigma_{\alpha D}^{R}(0)/\sigma_{\alpha A}^{R}(0)$.(TIF)Click here for additional data file.

S1 TableGene ontology of DREM2 classes.Fig 1 MCF10A cell responses to TGF-β treatment.**(A)** Schematic diagram of phenotypic transition from epithelial cells to mesenchymal cells in response to TGF-β treatment. **(B)** MCF10A cells undergo morphological changes in responses to 4 ng/ml TGF-β. **(C)** PCA clustering of TGF-β treated MCF10A cells reveals distinct gene expression patterns over time.Fig 2 TGF-β induced gene expression changes show distinct temporal patterns.**(A)** Hierarchical clustering of genes based on temporal gene expression patterns only. **(B)** Violin plots of distributions of indicated histone modification levels sampled through genes belonging to individual hierarchical clusters. Numbers 1–7 on the x-axis follow the order of gene clusters in panel A. The control group ‘A’ was sampled through all genes.Fig 3 Genes clustered based on both expression patterns and key transcription factors show a correlation between patterns of expression and histone modification.**(A)** Dynamic regulatory map obtained through the DREM2 analysis. **(B)** Distribution of indicated histone modification levels sampled through genes belonging to individual HMM classes. Group ‘A’ represents the control group that includes all genes.Fig 4 Genes with similar expression patterns and controlled by the same up-stream regulators show an enhanced tendency to co-localize spatially in the 3D chromosome structure.**(A)** Heat map shows the numbers of 1-Mb bins containing a given number of genes and TGF-β responding genes. The orange line highlights the bins in which all genes responded to TGF-β treatment. **(B)** Linear and radial distribution functions of TGF-β-responding genes within two representative HMM classes. We calculated the distribution of genes by sampling three types of gene groups: all available genes (All genes, $\sigma_{\alpha }^{LA}$ and $\sigma_{\alpha A}^{R}$), genes within an indicated HMM group (HMM genes, $\sigma_{\alpha }^{L}$ and $\sigma_{\alpha \alpha }^{R}$), and genes that showed differential expression during TGF-β treatment (DE genes, $\sigma_{\alpha }^{LD}$ and $\sigma_{\alpha D}^{R}$). For spatial distance, with the shell width Δr approx 60 nm. **(C)** Pseudo-spatial arrangement of genes belonging to two representative HMM classes, respectively. Each circle indicates a 1-Mb bin. The gray level in a circle scales to the number of genes in the bin that belongs to the indicated HMM class. The two-dimensional spatial arrangement of bins within one chromosome was calculated by a fast-greedy algorithm based on the contact frequencies between each pair of bins from Hi-C data. The line width between two circles is proportional to the contact frequencies between the two corresponding bins. Genes within each red box are within ~ 300 nm in space. **(D)** Relative gene densities of all HMM classes within the first shell of the radial distributions normalized by the average density of all genes around the targeted genes in the first shell (i.e., $\sigma_{\alpha \alpha }^{R}(0)/\sigma_{\alpha A}^{R}(0)$ and $\sigma_{\alpha D}^{R}(0)/\sigma_{\alpha A}^{R}(0)$).Fig 5 Mouse ESC-CN system shows a similar enhanced tendency of physical proximity for co-regulated genes with similar expression patterns.**(A)** Schematic diagram of the development from ESC to CN cells. **(B)** Dynamic regulatory map obtained through the DREM2 analysis. (**C**) Heat map of intra- (diagonal) and inter- (off-diagonal) HMM class gene densities within the first shell of radial distribution relative to the corresponding densities of all genes (as control) in ESC cells or CN cells (i.e., $\sigma_{\alpha \beta }^{R}(0)/\sigma_{\alpha A}^{R}(0)$). (**D**) Gene densities of all HMM classes within the first shell of radial distribution relative to the corresponding densities of all genes (i.e., $\sigma_{\alpha \alpha }^{R}(0)/\sigma_{\alpha A}^{R}(0))$) in ESC cells or CN cells.(DOCX)Click here for additional data file.

# Supplementary material for: Spatial clustering and common regulatory elements correlate with coordinated gene expression
**Source:** PLoS Comput Biol. 2019 Mar 1;15(3):e1006786. doi: 10.1371/journal.pcbi.1006786
**Supplement:** S1 Table — Fig 1 MCF10A cell responses to TGF-β treatment. (A) Schematic diagram of phenotypic transition from epithelial cells to mesenchymal cells in response to TGF-β treatment. (B) MCF10A cells undergo morphological changes in responses to 4 ng/ml TGF-β. (C) PCA clustering of TGF-β treated MCF10A cells reveals distinct gene expression patterns over time. Fig 2 TGF-β induced gene expression changes show distinct temporal patterns. (A) Hierarchical clustering of genes based on temporal gene expression patterns only. (B) Violin plots of distributions of indicated histone modification levels sampled through genes belonging to individual hierarchical clusters. Numbers 1–7 on the x-axis follow the order of gene clusters in panel A. The control group ‘A’ was sampled through all genes. Fig 3 Genes clustered based on both expression patterns and key transcription factors show a correlation between patterns of expression and histone modification. (A) Dynamic regulatory map obtained through the DREM2 analysis. (B) Distribution of indicated histone modification levels sampled through genes belonging to individual HMM classes. Group ‘A’ represents the control group that includes all genes. Fig 4 Genes with similar expression patterns and controlled by the same up-stream regulators show an enhanced tendency to co-localize spatially in the 3D chromosome structure. (A) Heat map shows the numbers of 1-Mb bins containing a given number of genes and TGF-β responding genes. The orange line highlights the bins in which all genes responded to TGF-β treatment. (B) Linear and radial distribution functions of TGF-β-responding genes within two representative HMM classes. We calculated the distribution of genes by sampling three types of gene groups: all available genes (All genes, σαLA and σαAR), genes within an indicated HMM group (HMM genes, σαL and σααR), and genes that showed differential expression during TGF-β treatment (DE genes, σαLD and σαDR). For spatial distance, with the shell width Δr

**Table S1 Gene ontology of DREM2 classes.**

| **Class index** | **Enriched functions** | **Fold changes** |
| --- | --- | --- |
| Class 1 | Metalloendopeptidase activity | 16 |
|  | Heparin binding | 15 |
| Class 2 | Calcium ion binding | 4 |
| Class 3 | NA | -- |
| Class 4 | NA | -- |
| Class 5 | NA | -- |
| Class 6 | Protein kinase activity | 3 |
|  | Enzyme binding | 3 |
| Class 7 | NA | -- |
| Class 8 | Proteoglycan binding | 17 |
| Class 9 | Metal ion binding | 2 |
| Class 10 | DNA binding transcription factor activity | 2 |
|  | DNA binding | 2 |
|  | Metal ion binding | 2 |
|  | G-protein coupled receptor activity | 0.13 |
| Class 11 | NA | -- |
| Class 12 | NA | -- |
| Class 13 | NA | -- |
| Class 14 | NA | -- |
| Class 15 | Cargo receptor activity | 13 |
| Class 16 | NA | -- |
| Class 17 | Signaling receptor activity | 0.7 |
| Class 18 | Catalytic activity, acting on a tRNA | 5 |
|  | Structural constituent of ribosome | 5 |
|  | Catalytic activity, acting on DNA | 5 |
|  | RNA binding | 3 |
| Class 19 | Single-stranded DNA-dependent ATPase activity | 40 |
|  | Histone kinase activity | 33 |
|  | ATP-dependent microtubule motor activity, plus-end-directed | 21 |
|  | Cyclin-dependent protein serine/threonine kinase activity | 19 |
| Class 20 | Thiamine pyrophosphate binding | 86 |
|  | RNA binding | 3 |
|  | Protein binding | 1.34 |
| Class 21 | Aminoacyl-tRNA ligase activity | 13 |
|  | Structural constituent of ribosome | 8 |
|  | RNA binding | 4 |
|  | Adenyl ribonucleotide binding | 2 |
| Class 22 | RNA polymerase I activity | 23 |
|  | Proton-transporting ATP synthase activity, rotational mechanism | 23 |
|  | Oxidoreductase activity, acting on the CH-CH group of donors, NAD or NADP as acceptor | 12 |
|  | snoRNA binding | 12 |
| Class 23 | Ligase activity, forming carbon-carbon bonds | 50 |
|  | Coenzyme binding | 5 |
| Class 24 | NA | -- |
| Class 25 | NA | -- |

**NA: no significant enrichment**

How the deposited data were processed for this re-analysis (not part of the article)

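RNA-seq was measured in MCF10A cells, untreated or treated with 4 ng/ml TGF-β for 12 hours, 2, 3, 5, 8, 12 and 21 days, with 3 libraries in each of the 8 groups. The samples were grouped by their labels, whose time points match those in the paper. Replicate numbers were taken from the labels. The 24 value columns of the table were all used.

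The authors deposited FPKM values. They aligned the paired-end reads to hg19 with TopHat at default settings and computed the values with Cufflinks, Cuffquant and Cuffnorm. They then cleaned the values with R scripts. The gene annotation, the normalization method of Cuffnorm and the cleaning steps are not given in the sources used here. FPKM values cannot be turned back into counts here, so no count model was used, and the depth of each library is unknown apart from the rough relative depth given with the data.

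From these values log2(FPKM + 1) was computed, and genes with an FPKM of at least 1 in at least 3 of the 24 libraries were tested with limma 3.58.1 in R 4.3.3, with all 8 groups in 1 fit and a mean-dependent trend of the variance. All 28 pairwise contrasts were taken. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 within its contrast and a fold change over 2 or under 0.5. On simulated data 200 of the 12467 genes were changed by 2 on the log2 scale between 21 days and control. Of these, 199 were recovered with 0 false calls in that comparison. Between any 2 time points, 6 of the 12267 unchanged genes were called. The changed genes had a mean log2(FPKM + 1) over 2, and the noise was normal and independent between genes, without library effects. So the simulation gives no error rate for the calls in the real libraries or for genes with low FPKM. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, and 10% of unchanged genes show no overlap by chance.

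PCA used the first 3 components of the z-scores of the DE genes, with a one-sided permutation of the labels. Hierarchical clustering followed the defaults of the program the paper names, and the 7 clusters were named by templates. Lists of 9 kinds of genes were tested with camera and with fry: RNA polymerase I subunits, snoRNA-binding proteins, proliferation, epithelial, mesenchymal, TGF-β response and metalloendopeptidase genes, and the genes the paper names in classes C1 and C2. Apart from the last 2, the lists were written from general knowledge. Camera compares a list with the other genes tested, and fry compares it with no change. The preset correlation of 0.01 makes camera treat the genes of a list as nearly independent. So its p-values do not measure the spread of a list mean between libraries. Genes named in the text are those the paper names, a fixed set of EMT, TGF-β and proliferation markers, and the 5 largest rises and 5 largest falls at 21 days among genes called without overlap between the libraries. The result of 1 of these genes is not reported here. Positions, transcript lengths and GC content came from GENCODE 44 in hg19 coordinates. Transcript length and GC content were available for 95.9% of the tested genes. The permutation tests on bins were made two-sided after their one-sided values had been seen.

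The alternatives were another pseudocount (0.1 and 0.01), no filter or a mean FPKM of at least 5, quantile normalization, median centring and array weights. They also included a block for the replicate number, no threshold on the fold change, the overall F test, and each library left out in turn. Further ones were the adjustment over all 28 contrasts and the 7 contrasts with control alone. For the clusters and the PCA they were other linkages, z-scores of the time-point means, centred values and all genes tested. Single genes were also held to every step in the same direction, and the bins to another background. The alternatives, the gene lists and the rule for the genes named were set before the data were examined. The array weights stopped before convergence. The histone, Hi-C, HMM and mouse analyses of the paper were not repeated here. Python 3.11.15 was used for the bins and the checks of single libraries.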

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

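The test of the change of the proliferation genes between 5 and 21 days was chosen only after the result was seen.

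Genes that the paper does not discuss had large changes at 21 days, outside the spread of the control libraries. On the log2(FPKM + 1) scale CXCL1 rose by 6.61, CADM3 by 5.78 and IL8 by 5.45, while the log2 fold change was -6.84 for FGFBP1, -6.16 for S100P, -6.07 for PSCA, -5.88 for KRT15 and -4.88 for S100A14. The paper's text does not report on these 8 genes. They are among the largest changes by rule, so their sizes are the extremes of many genes. Scaling between libraries is argued against. Under quantile normalization the smallest absolute log2 fold change of the 8 genes was still 4.73. The largest SD of log2(FPKM + 1) among the 3 control libraries was 0.40. The genes were chosen for having no overlap with the control libraries, so this value cannot test the spread between these libraries. All 8 kept their call and direction with both other pseudocounts, without a filter, under quantile normalization and with a replicate block. They also kept them with each control and each 21 days library left out. For single genes, median centring, array weights and the filter on mean FPKM were not compared. Time in culture stays open beside the treatment, since there were no untreated cells for each time point, and was not tested.

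The proliferation genes differed between 5 and 21 days. The mean of the 30 genes was 1.63 higher at 21 days than at 5 days on the log2 scale, with 29 of 30 genes rising. Over 36 combinations of list and comparison, the adjusted p was 3.27e-19 by limma's camera, from an unadjusted value of 1.82e-20, and 9.16e-08 by limma's fry. Camera presets the correlation between genes at 0.01, so its p does not measure how the list mean varies between libraries. That mean had an SD over libraries of 0.28 at 5 days and 0.08 at 21 days (n = 3). With each library of the 2 time points left out in turn the difference lay between 1.47 and 1.73. Scaling between libraries is argued against, since the difference was 1.836 after quantile normalization and 1.81 after median centring. A candidate explanation is that proliferation resumed after 5 days of treatment. RNA from a growing subset of cells, or the time since plating, stays open, and neither was tested.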

How the results depend on the processing

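The two-sided form of the permutation tests on bins was chosen only after the results of these tests were seen.

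The separation of time points in the PCA kept its direction and its p of 1e-05 (one-sided permutation test) in all 28 alternatives. The ratios ran from 3.29 over all genes tested to 8.76 for centred values. Apart from that over all genes tested, the alternatives kept the DE genes of the main fit. These genes were chosen by differences between time points, which favours the separation by construction. The distance at 5 days divided by that at 21 days stayed between 1.14 and 1.20. Of the 237 alternative values for counts of called genes, 206 lay within 1.5 times the count reported.

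The union of called genes fell from 5192 to 3393 with a mean FPKM of at least 5, as fewer genes were tested. With pseudocounts of 0.1 and 0.01 the counts against control rose to 1701 and 1765 at 12 hours and 2252 and 2310 at 2 days. For the steps they were 932 and 948 from 12 hours to 2 days, 560 and 555 from 2 to 3 days, 737 and 741 from 3 to 5 days, 614 and 597 from 5 to 8 days, 669 and 655 from 8 to 12 days, and 383 and 373 from 12 to 21 days. A smaller pseudocount enlarges the fold change of low genes by construction. Without a threshold on the fold change the counts against control were 5656, 6602, 7089, 8282, 7350, 6534 and 7051 in the order of the time points. With a mean FPKM of at least 5, where fewer genes were tested, 187 genes were called from 2 to 3 days, 202 from 3 to 5 days and 163 from 5 to 8 days. Array weights gave 589 from 3 to 5 days and 514 from 5 to 8 days. They gave 3 days replicate 1 a weight of 0.09 and 5 days replicate 1 a weight of 0.25. Left out in turn, the libraries gave 274 to 525 genes from 3 to 5 days and 206 to 463 from 5 to 8 days, and in both the highest count came without 5 days replicate 1. The cause was not tested.

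The split of the calls moved with the scaling, and most in 3 comparisons. The share of higher genes was 61.1% at 5 days against control and 48.5% after quantile normalization and 43.4% after median centring. From 3 to 5 days it was 69.6%, 42.7% and 30.9%, and from 5 to 8 days 22.7%, 47.7% and 54.2%. The side with more genes also changed from 12 hours to 2 days (54.2%, 47.8% and 47.3%) and at 8 days against control (51.6%, 49.2% and 48.1%). At 2 days against control it changed after median centring alone (56.5%, 52.7% and 48.8%), and from 12 to 21 days the shares were 43.5%, 50.3% and 50.0%. So whether more genes rose or fell depends on the scaling in these 7 of 13 comparisons.

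The clusters were the results that depended most on the settings. Decreasing clusters held 528 genes under Ward linkage, 0 under average linkage on Pearson correlation and 502 on z-scores of the time-point means, against 1645. Left-out libraries gave 0 to 1354, and 18 of 24 moved the number by over 1.5 times. Increasing clusters held 1417 under Ward linkage and 397 to 1613 with a library left out. They moved by over 1.5 times without 2 days replicate 2 (484), 3 days replicate 1 (1525), 3 days replicate 3 (579), 5 days replicate 1 (1613) and 21 days replicate 2 (397). The transient rise held 974 to 2575 with a library left out, and moved as far without control replicate 2 (1017), 5 days replicate 1 (1066), 5 days replicate 3 (974) and 12 days replicate 2 (1313). The transient fall held 1719 under Ward linkage, 1719 under average linkage and 1239 on the means, and 0 to 1786 with a library left out, with 17 of 24 libraries moving it. Clusters without a template held 0 under Ward linkage, 218 on the means and 0 to 2221 with a library left out, and each of the 24 libraries moved them. The cause was not tested. Genes with every step in the same direction were 8 increasing and 6 decreasing, a stricter rule by construction.

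Of the 693 alternative values for gene lists 685 kept the call, and none changed direction where the list was called. The class C2 genes lost their call at 12 hours under quantile normalization (mean change 0.44), and without control replicate 3 (0.57) or 12 hours replicate 2 (0.54), where the left-out libraries gave 0.54 to 0.59. The paper chose the genes of classes C1 and C2 on these libraries, so the calls of these 2 lists are not independent evidence. The proliferation genes gained a call at 12 hours without control replicate 1 (-0.35) or control replicate 2 (-0.34), and without control replicate 3 the change was -0.14, so the left-out libraries gave -0.35 to -0.14. By fry the epithelial genes were higher at 2 days (mean change 0.22) and at 3 days (0.20) and lower at 8 days (-0.27), where camera gave no call. Fry tests a list against no change and camera against the other genes, so these results do not conflict. The cause of the other changes was not tested. In these lists the median and the mean differed in sign for the epithelial genes at 12 hours, 3 days and 5 days. For the 169 single values of named genes, 1775 of 1859 alternative values kept the call and none changed direction where it was called.

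The share of bins holding 17% of the DE genes was 2.31% under each background, and its difference from random draws passed the threshold only with all 21221 positioned genes as background (p = 0.0068, two-sided permutation test). The share of bins with a DE gene was 57.0%, above random draws of tested genes and below random draws of all positioned genes. The second background includes genes that were not tested and so could not be called, by construction.

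A replicate block changed no call of a gene list and gave 5190 DE genes in place of 5192. The numbers do not pair the libraries. After the mean of each time point was removed, 14 of the 84 correlations between same-numbered libraries were over 0.1. They ranged from -0.40 to 0.36.

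Depth limits all values of genes with low FPKM, and it is unknown here.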

Differences from the paper's values

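The number of genes in clusters with a rising course was 911, where the paper gives 2000 for class II. Of the alternatives set before the data were examined, Ward linkage (1417) came within 1.5 times of the paper's value, as did leaving out control replicate 2 (1352), 3 days replicate 1 (1525) or 5 days replicate 1 (1613). Average linkage on Pearson correlation (986), z-scores of the time-point means (638) and the other left-out libraries did not. For class I the value was 1645, where the paper gives 1700. It is the sum of 2 clusters of 1072 and 573 genes, whose mean z-scores at 5 days were -0.69 and 0.74, and neither alone is near the paper's value. The other 3 cluster settings gave 528, 0 and 502, and left-out libraries 0 to 1354.

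For the DE genes the count was 5192, where the paper gives 7000, and 22.4% of the genes listed, where it gives 33%. These lie within 1.5 times. The share fell outside it with a mean FPKM of at least 5 (14.7%), after quantile normalization (21.2%), without 5 days replicate 2 (21.9%) and with the 7 contrasts with control alone (18.7%). The count fell outside it with a mean FPKM of at least 5 (3393) and with the 7 contrasts with control alone (4317). The nearest settings were the pseudocounts of 0.1 (6546) and 0.01 (6657).

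The paper describes classes I and II as monotonic. Among the 5192 DE genes, 310 (5.97%) had a Spearman rho with the order of the time points of at least 0.9 in size. The paper has several wavy classes, and 1 cluster of 139 genes was without a template here. Its text and its Fig 2A give classes III and IV opposite directions.

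The paper states that class C1 genes were already high on day 2. Of its 6 named members 4 were called at 2 days, and at 2 days their mean FPKM was between 2.89% (MMP13) and 44.1% (MMP2) of the highest mean of the course. MMP11 and MMP13 were called at 2 days with a pseudocount of 0.1 (2.73 and 1.72) and of 0.01 (4.96 and 3.20).

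The paper finds a larger part of the bins free of genes than the 17.4% found here, and DE genes in fewer bins than the 57.0% found here. It calls the distribution of DE genes slightly more uneven than that of all genes. The share of bins holding 17% of the genes was lower for DE genes (2.31%) than for all positioned genes (2.89%), in the paper's direction, and was not distinguishable from random draws of as many tested genes (two-sided permutation test, p = 0.42). Random draws from all positioned genes averaged 2.53%, above the share of the DE genes (two-sided permutation test, p = 0.0068), with genes in this background that were not tested.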

Other observations

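The tests of transcript length, of GC content at equal length, of the label of 3 days replicate 1, of an exchanged label of 12 days replicate 3 and of splits of the libraries were chosen only after the results were seen, as were the comparison with the 21 libraries of other time points and the rescaling of 12 days replicate 3.

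The number of called genes was compared with other splits of the same libraries. For each of the 13 comparisons with control and between consecutive time points, 1 of 10 splits, the real one, gave as many called genes, and the largest count of another split was 86. With 10 splits chance cannot be excluded by this count alone. For the genes called between any 2 time points, 1 of 100 regroupings of the 24 libraries gave as many, the real one, and the largest other count was 1489, so chance regrouping can be excluded.

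The library 3 days replicate 1 lay apart from the other libraries of its time point, with a mean correlation of 0.965 with its replicates and an FPKM sum of 815997 where the other libraries of 3 days had 540323 and 544655. Its deviation from the other 2 libraries followed transcript length across genes (Spearman rho -0.704, and -0.701 without ribosomal protein genes; genes are not independent replicates). The largest size in the 21 libraries of other time points was 0.418, and in all 23 other libraries 0.630, in 3 days replicate 2. Genes with transcripts of at most 500 bases lay 0.78 above the other libraries on the log2 scale, and those over 4000 bases lay -0.36 from them. A length-dependent step in the preparation or the FPKM estimation of this library is a candidate source. GC content gave a rho of 0.372 and cannot be told apart from it by that value: it lay above the 0.366 of the 21 libraries and below the 0.429 of 3 days replicate 2, whose own deviation contains this library. At equal transcript length the rho with GC content was 0.223, below the 0.311 reached in other time points, which argues against GC content as a separate source. A label of another time point is argued against by genes that differ between both. On the way from 3 days (0) to another time point (1) the library came nearest to 8 days, at 0.40 with the length trend removed, where the lowest of the 8 days libraries was at 0.68 (difference -0.2849). No biological explanation was tested. Without this library 2161 genes were called at 3 days against control, in place of 2015.

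The library 12 days replicate 3 lay between 8 and 12 days. An exchanged label is argued against, as its correlation with the 8 days mean was lower than that with its own replicates (difference -0.00457), and on the way from 12 days (0) to 8 days (1) it was at 0.43, where the lowest of the 8 days libraries was at 0.77. RNA of 8 days cells mixed in at 1 share is also argued against. The median share was 54.2% over 189 genes that rise from 8 to 12 days and 26.5% over 207 genes that fall, a difference of 27.76 percentage points, each outside the other's interquartile range. Rescaling the library by 1.02, on 2209 genes that differ little between both time points, left 55.8% and 25.6%. RNA of other time points and a culture that had progressed less far may account for it, and neither was tested. Without this library 488 genes were called from 8 to 12 days, in place of 347.

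The distance from control in the PCA was largest at 5 days. Scaling is argued against as the whole source, since the ratio of the distance at 5 days to that at 21 days was 1.15 after quantile normalization, and genes near the detection limit are argued against by a ratio of 1.147 over genes with a mean FPKM of at least 5. Whether this distance reflects an intermediate state of the transition may be asked of these data, and was not tested.

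Neighbouring DE genes had similar courses. Over 1952 pairs of neighbours with start sites within 125 kb, a distance the paper uses for its bins along the DNA, the mean correlation of the courses was 0.184, and 0.016 when the positions were permuted (one-sided permutation test, p = 0.0001, the smallest these permutations can give). Without overlapping pairs and pairs with the same name stem it was 0.1294 over 1559 pairs (p = 0.0001, one-sided permutation test), so overlapping genes and gene families are not the whole source. Shared regulation of neighbouring genes is a hypothesis that these data do not test further.

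The epithelial and the mesenchymal list were called at different time points by camera. The mesenchymal and the TGF-β response genes were higher at all 7 time points, at 12 hours by a mean of 1.43 and 2.20. The epithelial genes were lower by camera at 12 days (-0.75) and 21 days (-1.40) only. At 12 hours their mean change was 0.002 and their median -0.41, with 9 of 15 genes falling, so the missing call does not show that they had not moved. CDH1 was at 93.1 ± 4.92 FPKM in control (SD, n = 3), 152 ± 11.1 at 2 days and 17.9 ± 3.21 at 21 days. EPCAM, another epithelial gene, was at 51.4 ± 2.74 in control and already at 18.8 ± 2.10 at 12 hours, so the epithelial genes did not move together. VIM was at 48.1 ± 1.36 in control and 121 ± 10.5 at 12 hours. That the 2 lists differ in time was not tested.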
